A study of Homo sapiens with 6 samples.

How the data were processed

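RNA from 6 cultures of hTERT RPE1 cells was measured by RNA sequencing after polyA selection. hTERT RPE1 is an established human retinal pigment epithelial cell line immortalised with telomerase. Per the labels' protocols, the cells were kept for 5 days at full confluency, which makes them leave the cell cycle, and were then given fresh medium with either 100 nM combretastatin A4 (CA4) or 0.1% DMSO, the solvent, for 6 hours. Per the labels' protocols, a sequencing service built and sequenced the libraries by its standard procedure. Each group has 3 libraries, numbered 1 to 3 in the labels, and each library's group and number were taken from its title.

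The deposited values are a signal in which the authors divided each gene's reads by a scaling factor of its library, and they are called normalized counts below. Per the file headers there is 1 column for each library and 1 row for each of 38900 Ensembl gene IDs, and no row held a total or a blank name. The labels and the table state no aligner, read counter, genome build, annotation release, use of strand or normalization tool. For this reason no genome coordinates are given, and genes that overlap another gene or have a near-identical copy carry uncertain counts. In each of the 6 columns, 100% of the values were whole multiples of 1 step, the value of 1 read, within a tolerance of 0.01. Dividing by that step recovered whole numbers of reads, which could also be rounded estimates because the counter is not stated. The factors recovered in this way lay between 0.989 and 0.993 times the median-of-ratios size factors that DESeq2 computed from the recovered reads.

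The recovered totals ran from 19524936 to 22538004 reads per library. At that depth 1 read is close to 1 normalized count, and counting error is small for well-read genes, while a value of 0 allows up to 3 reads. That limit covers counting error only, since reads without molecular identifiers are not independent molecules. Of the 38900 IDs, 17103 had no read in any library. Symbols came from the supplied table of gene names, or for 29 IDs from GENCODE release 29, and these had an entry for 35832 IDs, which for 5830 of them is the ID itself. The others are also given by ID.

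Genes with a mean of at least 10 normalized counts over the 6 libraries were tested, 13928 in all, and they held 99.9% of the reads. Of these, 573 had no entry in these tables and held 1.68% of the reads. The values were put on the scale log2(normalized count + 1), and limma 3.58.1 in R 4.3.3 fitted a linear model with treatment as its only term, followed by empirical Bayes moderation with a mean trend and no robust option. Its two-sided p-values were adjusted by the Benjamini-Hochberg method over all tested genes, and 0.05 was the threshold. All fold changes are on this log2 scale, which understates the change of genes with low counts. Errors of group means are sample standard deviations over 3 libraries, and errors of log2 fold changes are limma's moderated standard errors.

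The 10 gene lists were written from general knowledge before the data were examined, as were the model, the filter, the rule for naming genes and all the alternatives. They cover alpha and beta tubulins, other tubulins and tubulin folding cofactors, targets of SRF and MRTF, of YAP and TAZ, of NF-kB, of p53 and of NRF2, immediate early genes, the unfolded protein and integrated stress response, and proliferation genes. Each list was tested on the same fit with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 10 lists, and again with fry and with the correlation estimated from the data. The mean of log2(normalized count + 1) over a list's genes gave a score per library, which was compared by a two-sided exact permutation test. With 3 libraries against 3 that test cannot give a p below 0.1.

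Genes are named by this rule. They are the 10 with the highest and the 10 with the lowest log2 fold change among genes past the threshold with a mean of at least 50 normalized counts and no overlap between groups, every tested alpha and beta tubulin, and up to 3 members of each other list with the smallest adjusted p. Other names are marked where they appear.

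The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 50, quantile normalization, scaling to the same 75th percentile or to the same total, no variance trend, a robust variance prior, no variance moderation, the replicate number as a block, and leaving out each of the 6 libraries in turn. Count models were run on the recovered reads as further alternatives, with edgeR 4.0.16 (quasi-likelihood test, TMM factors) and DESeq2 1.42.0. The scripts were tested on simulated data made from the 13928 genes with 200 of them changed 2-fold. Of those 200 genes, limma recovered 56.5%, and 7.38% of its calls were false. For edgeR the same 2 shares were 56.5% and 7.38%, for DESeq2 they were 70% and 24.7%, for limma with the block 51% and 11.3%, and without moderation 0.5% of the changed genes were recovered.

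Before libraries of a group were averaged they were compared by the chi-square of their reads per degree of freedom. The smallest value between any pair was 17.95, far above sampling noise, so no library was counted as a copy of another. Transcript length, GC content, shared 50-base words and protein starts were taken from the GENCODE 29 transcripts, using the longest protein-coding transcript of a gene where there was one. Exon overlaps came from the annotation of the same release, which may differ from the one the authors used. Lists of keratins and other squamous epithelium markers were written after 5 keratin genes had been seen. Figures were drawn with matplotlib from the result tables.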

Results

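Gene expression was measured in 6 polyA RNA sequencing libraries of hTERT RPE1 cells held at full confluency for 5 days. Of these, 3 came from cultures treated for 6 hours with 100 nM combretastatin A4 and 3 from cultures given 0.1% DMSO. Combretastatin A4 (CA4) is a small molecule that binds tubulin at the colchicine site and takes microtubules apart. The comparison asks which transcripts change when microtubules are depolymerized in cells that, per the protocol, have left the cell cycle. The share of cells still dividing was not measured, and proliferation transcripts were present. MKI67, named outside the naming rule, had a mean of 3046.5 normalized counts in DMSO and 2604.1 in CA4. The DMSO libraries held 21101505, 21885747 and 21938255 recovered reads and the CA4 libraries 22538004, 19524936 and 20165258, in the order of their replicate numbers. After the authors' normalization, the totals were 20557461 ± 241239 normalized counts in DMSO and 22055163 ± 369437 in CA4 (SD, n = 3 each). FN1, the gene with the most reads, took 4.89% ± 0.2 of the reads in DMSO and 5.37% ± 0.122 in CA4 (SD, n = 3 each).

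On the first principal component of the tested genes, which held 34.4% of the variance, the DMSO libraries lay at -10.91, -45.37 and -35.43 and the CA4 libraries at 43.12, 17.25 and 31.34. The second component held 21.3% of the variance and did not part the groups. On it replicate 1 of DMSO and of CA4 lay at 30.2 and 34.79, while the other 4 libraries lay between -37.74 and 2.99. Across genes, Pearson correlations of log2 values between libraries ran from 0.941 to 0.967, and genes are not independent replicates.

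**Figure D1:**
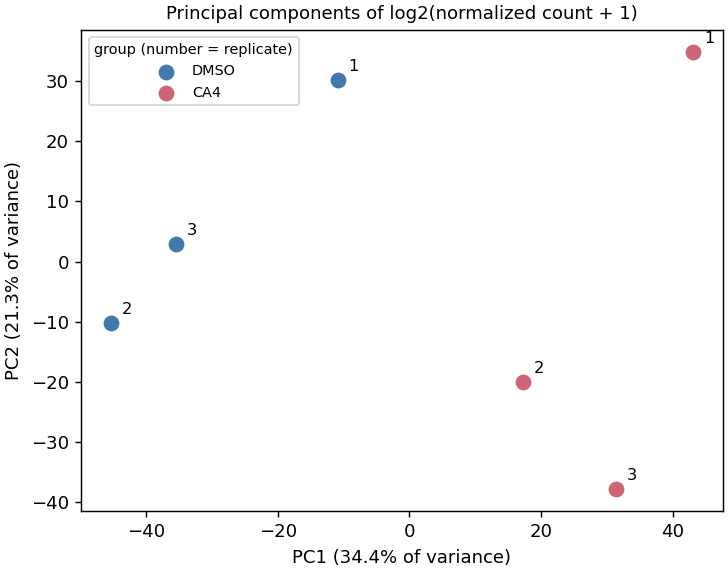
Principal component 1 (horizontal, 34.4% of variance) against component 2 (vertical, 21.3%) of log2(normalized count + 1) over the tested genes, with 1 point per library, coloured by group and numbered by replicate. The 3 CA4 libraries lie at 17.25 or above on component 1 and the 3 DMSO libraries at -10.91 or below, and replicate 1 of both groups lies highest on component 2.

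Of 13928 genes tested, 688 passed an adjusted p of 0.05 in limma's moderated test, 413 of them higher and 275 lower in CA4. In this set 240 genes changed at least 2-fold, 126 upward and 114 downward. The 3 CA4 libraries lay entirely above or below the 3 DMSO libraries in all 688 genes, and in 3865 of the tested genes, 27.75%, where chance gives 10%. At an unadjusted p under 0.05 there were 3197 genes. Leaving out DMSO replicate 3 moved the count most among the fits without a library, to 81 genes, and dropping the moderation of variances altogether left 23. Scaling each library to the same total of normalized counts gave 802 genes, of which 34.79% were higher in CA4 against 60.03% with the authors' normalization. That scaling moved the median log2 fold change of all tested genes by -0.10, so the split between higher and lower genes was set by the scaling in part, and small changes have a direction only relative to it.

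**Figure D2:**
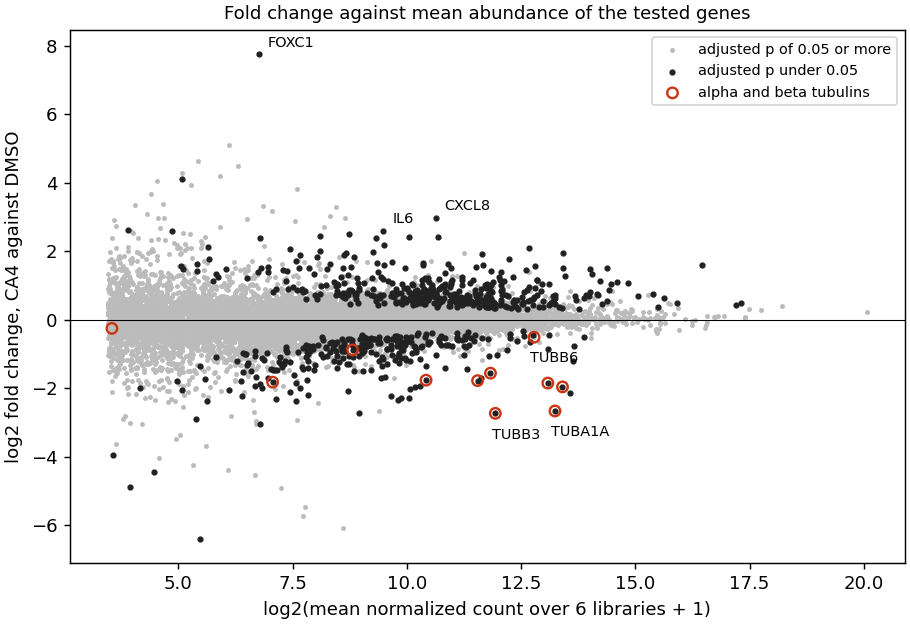
Log2 fold change of CA4 against DMSO (vertical) plotted for each of the 13928 tested genes against the log2 of its mean normalized count plus 1 (horizontal), with the 688 genes past an adjusted p of 0.05 in black and the 11 tested alpha and beta tubulins circled in red. In the plot 9 of the circled genes are black and lie below 0. The height of FOXC1 depends on the pseudocount, because it was listed at 0 in every DMSO library.

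The genes of alpha and beta tubulin, the subunits of the microtubule, were fixed as a list before the data were examined, and 11 of its 18 genes were abundant enough to be tested. The list shifted downward with a median log2 fold change of -1.78 (camera, adjusted p = 2.79e-13 over the 10 lists). In limma's test 9 of the 11 genes passed over all genes tested, all of them lower, and 10 passed when adjusted over the list alone. The mean score of the list was 11.17 ± 0.19 in DMSO and 9.557 ± 0.166 in CA4 (SD, n = 3 each; two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). TUBB3 had the smallest p of all tested genes. It went from 6822 ± 818 normalized counts in DMSO to 1025 ± 96.8 in CA4 (SD, n = 3 each), a log2 fold change of -2.73 with a standard error of 0.11 and a limma adjusted p of 2.87e-04. TUBA1A went from 16688 ± 1160 to 2700 ± 789 (SD, n = 3 each), a log2 fold change of -2.66 (SE 0.18, limma adjusted p = 0.00154). TUBB fell from 13662 ± 3160 to 3735 ± 221 (SD, n = 3 each), with a log2 fold change of -1.85 (SE 0.15, limma adjusted p = 0.00235). The log2 fold changes of TUBA1B, TUBB2B, TUBB4B, TUBB2A and TUBA1C were between -1.96 and -1.56. TUBA4A fell by 0.88 on the log2 scale (limma adjusted p = 0.0356), and its adjusted p rose above the threshold in each of the 6 fits without a library, from 0.0598 to 0.134. TUBA1C lost its call in 4 of those 6 fits. TUBB6 changed least among the abundant members. Its 3 CA4 libraries, at 5777 ± 448, all lay below the 3 DMSO libraries, at 8341 ± 1861 (SD, n = 3 each), and its log2 fold change of -0.51 (SE 0.16) missed the threshold with a limma adjusted p of 0.105. In GENCODE 29, 20.3% of its exon bases also lie in AFG3L2, on the opposite strand. TUBA8, at 7.26 and 14.1 mean normalized counts in DMSO and CA4, was too low to have a direction, and its fitted sign changed with the pseudocount. The 10 members other than TUBA8 were lower under every scaling tried. Several tubulin genes share long stretches of sequence or overlapping exons with one another, so reads could have been exchanged among them by the authors' counting. Sharing also reached genes outside the list. In GENCODE 29, 79.6% of the 50-base words of TUBB3 occur in AC092143.1 and 66.1% of those of TUBA8 in PEX26. Exchange of reads with these genes was not tested.

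**Figure D3:**
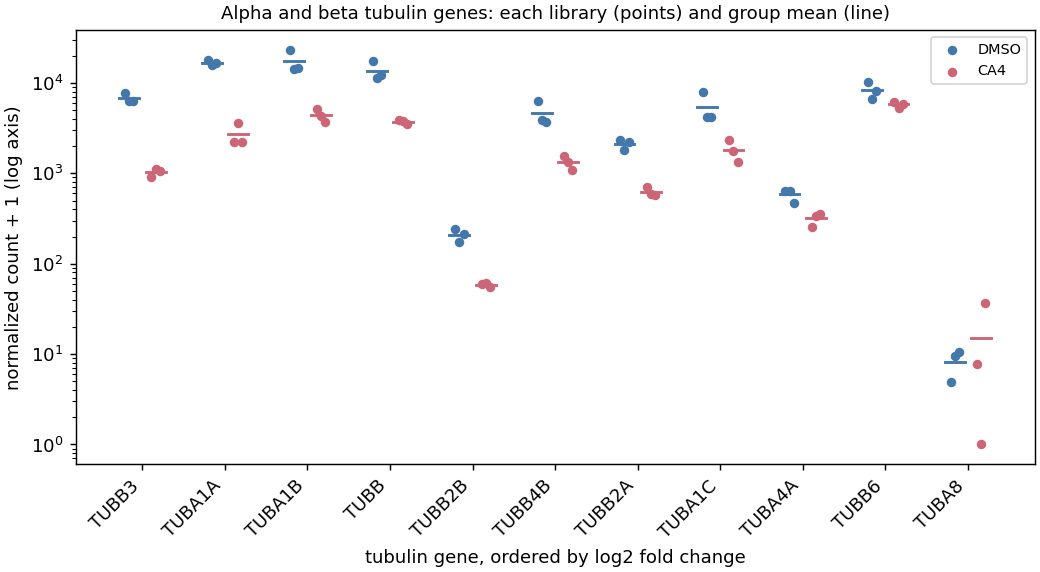
Normalized counts plus 1 (vertical, log axis) of the 11 tested alpha and beta tubulin genes, ordered by log2 fold change, with 1 point per library in blue for DMSO and red for CA4 and a line at each group mean of 3 libraries. The CA4 libraries lie below the DMSO libraries in all genes except TUBA8, and the gap is narrowest in TUBB6, at 5777 against 8341 mean normalized counts.

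The second tubulin list held 11 other genes, the gamma, delta and epsilon tubulins and the cofactors that fold tubulin. It had a median log2 fold change of -0.026 and no shift in camera (adjusted p = 0.165). There 1 gene passed over all genes tested and 4 when adjusted over the list alone. That gene, TUBG1, went from 980 ± 112 to 544 ± 37.4 normalized counts (SD, n = 3 each), a log2 fold change of -0.84 (SE 0.12, limma adjusted p = 0.0135). The call was lost without DMSO replicate 3 or without CA4 replicate 3.

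Outside the tubulins, the 10 genes with the highest fold changes under the naming rule were FOXC1, CXCL8, IL6, NR4A1, EPPK1, HBEGF, CD274, ICAM1, CHRM3 and CLDN1. CXCL8, which encodes the chemokine interleukin 8, rose from 369 ± 157 to 2804 ± 871 normalized counts (SD, n = 3 each), a log2 fold change of 2.98 (SE 0.37, limma adjusted p = 0.0109). IL6 rose from 204 ± 85.1 to 1227 ± 404 (SD, n = 3 each), a log2 fold change of 2.61 (SE 0.34, limma adjusted p = 0.0117). NR4A1 rose from 128 ± 37.4 to 721 ± 144 (SD, n = 3 each), a log2 fold change of 2.52 (SE 0.26, limma adjusted p = 0.0057). The log2 fold changes of EPPK1, HBEGF, CD274, ICAM1, CHRM3 and CLDN1 lay between 2.18 and 2.45, with limma adjusted p-values from 0.00222 for EPPK1 to 0.0455 for CHRM3. The spread between libraries was wide in some of them, as in ICAM1, with 403, 137 and 124 normalized counts in DMSO replicates 1, 2 and 3 and 1551, 696 and 933 in CA4.

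FOXC1 was listed at 0 in each of the 3 DMSO libraries and had 243, 176 and 189 recovered reads in CA4 replicates 1, 2 and 3. No fold change is given for it, because some widely used genes were also listed at 0 in single libraries. Of 33 IDs listed at 0 in exactly 3 libraries with at least 10 reads in each of the other 3, 3 had their zeros in 1 whole group, where chance gives 10%, or 3.3. Apart from FOXC1 these were ZRSR2P1, with 35, 29 and 27 reads in DMSO and 0 in each CA4 library, and ENSG00000281216, with 91, 56 and 129 reads in DMSO and 0 in each CA4 library. Both were chosen after their values were seen.

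The 10 genes with the lowest fold changes were C7orf25, TUBB3, ENSG00000230685, TUBA1A, ZNF608, PLPP3, THSD7A, PPP1R3C, DIO2 and CDH18. C7orf25 went from 199 ± 64.1 to 22.2 ± 1.68 normalized counts (SD, n = 3 each), a log2 fold change of -3.05 (SE 0.29, limma adjusted p = 0.00449). In GENCODE 29, 61.1% of its exon bases also belong to ENSG00000256646, a gene on the same strand, so its count depended on how shared reads were assigned. ENSG00000256646 went the other way, from 55.8 ± 63.9 to 174 ± 22 (SD, n = 3 each). The sum of the 2 genes was 254 ± 10.4 in DMSO and 196 ± 21.9 in CA4 (SD, n = 3 each), a log2 difference of -0.38, so most of the fall listed for C7orf25 is matched by a rise of its partner. PLPP3 went from 1508 ± 485 to 293 ± 93.7 (SD, n = 3 each), a log2 fold change of -2.35 (SE 0.29, limma adjusted p = 0.0109). The other genes outside the tubulins had log2 fold changes between -2.73 and -2.23. ENSG00000230685 has no symbol in the tables used.

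Among the other lists, the targets of NF-kB had a median log2 fold change of 1.09 (camera, adjusted p = 7.96e-12), and all 17 tested members were higher in CA4. Of these, 9 passed over all genes tested and 14 when adjusted over the list alone. The targets of SRF and its cofactor MRTF, genes of the actin cytoskeleton for the most part, had a median of 0.40 (camera, adjusted p = 7.96e-12), with 24 of 26 higher, 12 past the threshold over all genes and 16 adjusted over the list alone. For the targets of YAP and TAZ the median was 0.55 (camera, adjusted p = 1.38e-10), with 18 of 21 higher, 10 past over all genes and 13 adjusted over the list alone. Immediate early genes had a median of 0.72 (camera, adjusted p = 9.02e-07), with 16 of 21 higher, 6 past over all genes and 12 adjusted over the list alone. The unfolded protein and integrated stress response list had a median of 0.65 (camera, adjusted p = 2.79e-06), with 15 of 16 higher. Its genes passed singly in 1 case over all genes and in 8 cases adjusted over the list alone. The proliferation genes had a median of -0.42 (camera, adjusted p = 3.38e-04) and all 24 were lower, but 0 passed over all genes and 0 adjusted over the list alone. Without DMSO replicate 1 their median was -0.14 (camera, adjusted p = 0.112), and without CA4 replicate 3 it was -0.15 (camera, adjusted p = 0.0874). The targets of p53 had a median of 0.089 (camera, adjusted p = 0.129), with 2 genes past over all genes and 8 adjusted over the list alone. For the targets of NRF2 the median was -0.0485 (camera, adjusted p = 0.601), with 1 gene past over all genes and 8 adjusted over the list alone, since members went both ways.

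Under the 3 other scalings the list medians kept their sign, except that of the p53 targets, which was -0.012 with each library scaled to the same total. The camera calls depended on the preset correlation. Of the 7 lists past the threshold, 6 also passed in fry and the proliferation list did not (fry, adjusted p = 0.341). With the correlation estimated from the data, the YAP and TAZ list passed (camera, adjusted p = 0.0215) and the other 6 did not, the alpha and beta tubulins with an adjusted p of 0.0625 in camera. In the exact permutation test of list scores, 8 of the 10 lists gave p = 0.1, the smallest that 3 libraries against 3 allow, which is 0.125 after adjustment. The proliferation list gave an exact p of 0.4 and the NRF2 list 0.5. In the NF-kB list the DMSO scores were 8.632, 8.069 and 7.744 and the CA4 scores 9.757, 9.272 and 9.566 for replicates 1, 2 and 3. For the proliferation list they were 9.579, 8.796 and 8.627 in DMSO and 9.1, 8.57 and 7.91 in CA4. The spread within each group was as large as the difference of -0.47 between the groups. This spread followed the replicate number, since the scores fell from replicate 1 to 3 in both groups. At each number the CA4 score was the lower, which the exact test ignores. With the number as a block, camera at the preset correlation gave an adjusted p of 7.16e-08.

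**Figure D4:**
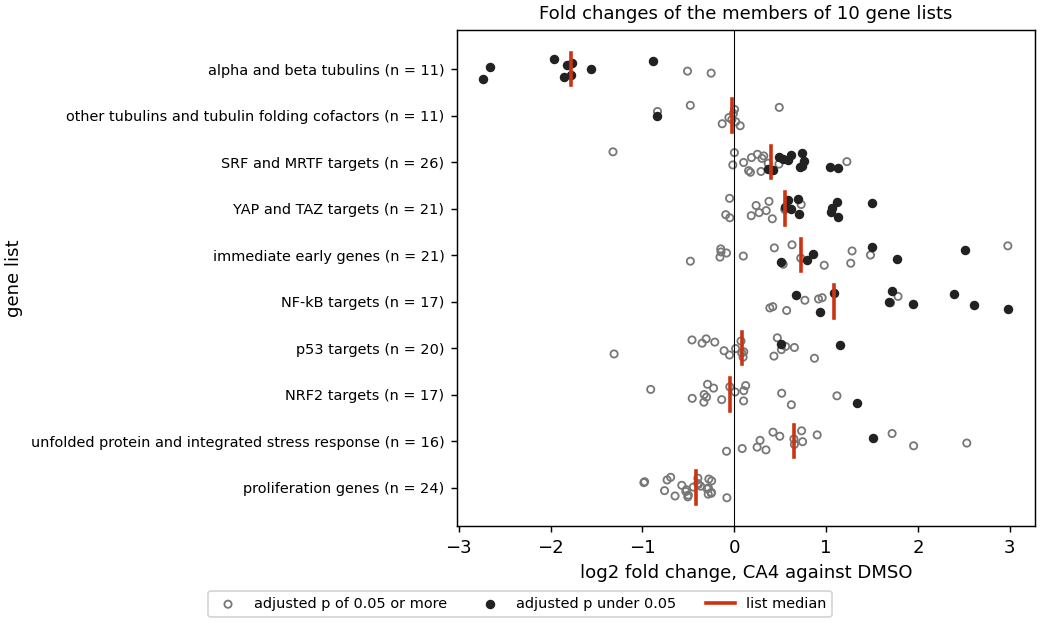
Log2 fold change of CA4 against DMSO (horizontal) for each tested member of the 10 gene lists (vertical), with filled points past an adjusted p of 0.05 over all genes, open points not past it and a red line at the list median. The medians run from -1.78 in the alpha and beta tubulins to 1.09 in the NF-kB targets.

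Within these lists the members with the smallest adjusted p included DUSP1, an immediate early gene, which rose from 1046 ± 39 to 2958 ± 139 normalized counts (SD, n = 3 each), a log2 fold change of 1.50 (SE 0.08, limma adjusted p = 4.38e-04). CDKN1A, on the p53 list, rose from 4607 ± 227 to 10209 ± 626 (SD, n = 3 each), a log2 fold change of 1.15 (SE 0.08, limma adjusted p = 0.00154). PDLIM5, on the SRF and MRTF list, rose from 12147 ± 444 to 26502 ± 1812 (SD, n = 3 each), a log2 fold change of 1.12 (SE 0.08, limma adjusted p = 0.00154). ANKRD1 and GADD45A, on the YAP and TAZ list, had log2 fold changes of 1.05 and 1.12 (limma adjusted p = 0.00404 and 0.0057). TXNRD1, on the NRF2 list, rose from 9683 ± 1304 to 24427 ± 2753 (SD, n = 3 each), a log2 fold change of 1.34 (SE 0.12, limma adjusted p = 0.00404). TRIB3, on the stress response list, had a log2 fold change of 1.51 (SE 0.22, limma adjusted p = 0.0158) and lost its call in 4 of the 6 fits without a library. Of the 41 named genes past the threshold, 19 kept their call in all 6 of those fits and 22 lost it in at least 1.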

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

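The direction of the alpha and beta tubulin, SRF and MRTF, YAP and TAZ, NF-kB, immediate early and stress response lists was kept in each of the 13 alternatives that moved at least 1 list median, and each kept its call in at least 15 of the 16 that moved an adjusted p. The other alternatives leave these values as they are by construction. The tubulin median ran from -1.89 to -1.66, the YAP and TAZ median from 0.45 to 0.58, the immediate early median from 0.56 to 0.90 and the stress response median from 0.49 to 0.78. The SRF and MRTF median of 0.40 fell to 0.23 under quantile normalization, and the NF-kB median of 1.09 rose to 1.69 among the 15 of 17 members with a mean of at least 50 normalized counts, both still past the threshold. The number of genes past the threshold was far less stable than these lists. Against 688 genes (413 higher, 275 lower, 240 changed at least 2-fold), the count fell to 103 (51, 52 and 80) without the variance trend and to 23 (13 higher, 10 lower) without moderation of the variances, and rose to 1613 (907, 706 and 384) in DESeq2 on the recovered reads. DESeq2 called 684 of the 688 genes. In the simulated data 24.7% of its calls were false, but there 200 of the 13928 genes were changed. The share of false calls depends on how many genes change, so it does not carry over to the 1613 calls. With edgeR on the recovered reads the count was 643, of which 630 were shared. Without the trend 95 of the 103 genes were among the 688. Scaling to the same total raised the lower genes to 523 against 275. Both pseudocounts, the filters, quantile normalization, 75th percentile scaling and the robust prior kept every count within 1.5 times.

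Leaving out 1 library gave from 81 to 994 genes (50 to 605 higher, 31 to 389 lower, 63 to 371 changed at least 2-fold). There were 994 genes without DMSO replicate 1, 503 without CA4 replicate 2, 156 without CA4 replicate 1, 150 without CA4 replicate 3, 100 without DMSO replicate 2 and 81 without DMSO replicate 3. Fewer libraries lower the power of the test, so a lower count is built into these fits, and the rise without DMSO replicate 1 is not. That library lay nearest to the CA4 libraries on the first principal component. Of the 81 to 994 genes, those shared with the 688 numbered 79 without DMSO replicate 3 and 590 without DMSO replicate 1.

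The replicate number as a block gave 2397 genes (1260 higher, 1137 lower, 410 changed at least 2-fold), all 688 among them. The correlations of deviations from the group means between same-numbered libraries were 0.202, 0.159 and 0.059. Between differently numbered libraries they ran from -0.214 to 0.074, so 0.202 and 0.159 lay above all of these and 0.059 did not. The same-numbered values did not all exceed the limit of 0.1, and the labels do not say that a number marks a shared culture or day. The libraries were therefore not treated as paired in the main fit, but an effect shared by same-numbered libraries is not excluded. The block changed the call of none of the 10 lists, and the camera adjusted p of the proliferation genes was 7.16e-08 against 3.38e-04. It brought 9 of the 53 named genes past the threshold, among them TUBB6, whose limma adjusted p was 0.0116 against 0.105. Of the other alternatives only DESeq2 also called TUBB6 (adjusted p = 0.0169).

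Among the lists, the correlation estimated from the data took the camera adjusted p above 0.05 at unchanged medians of -1.78 for the alpha and beta tubulins (0.0625), 0.40 for the SRF and MRTF targets (0.0847), 0.72 for immediate early genes (0.175), 1.09 for the NF-kB targets (0.139), 0.65 for the stress response (0.0625) and -0.42 for the proliferation genes (0.479). The estimated correlations were 0.337 in the tubulins, 0.528 in the NF-kB targets and 0.904 in the proliferation genes. In fry the proliferation genes lost their call (median -0.42, adjusted p = 0.341), while the other tubulins and cofactors (median -0.026, adjusted p = 0.0169) and the p53 targets (median 0.089, adjusted p = 0.0482) gained one. Their camera adjusted p-values without a library ran from 0.129 to 0.342 and from 0.0449 to 0.196. The p53 median turned to -0.012 under scaling to the same total (camera, adjusted p = 0.101), which is above the shift of -0.10 that this scaling gave all genes. Without a library the p53 median ran from 0.020 (without DMSO replicate 3) to 0.13, with a call without CA4 replicate 1, where the adjusted p was 0.0449. The proliferation median ran from -0.73 (without CA4 replicate 1) to -0.14 (without DMSO replicate 1), and the call was lost without DMSO replicate 1 or CA4 replicate 3. The medians of the other tubulins and of the NRF2 targets stayed within 0.1 of 0 in these fits.

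For the 53 named genes there were 951 comparisons over 18 alternatives, of which 5 leave the fold changes as they are. In the other 13, 3 comparisons reversed, all in TUBA8, whose log2 fold change became 0.16 with a pseudocount of 5, 0.94 in edgeR and 1.11 without CA4 replicate 2, the top of a range from -1.49 (without CA4 replicate 3) over the 6 fits without a library. Its adjusted p was far above the threshold throughout. Its sign depended on the 0 in CA4 replicate 2, which allows up to 3 reads, and on the pseudocount and the model. Its size also depended on CA4 replicate 3. A direction of TUBA8 was therefore not detectable at this depth. A further 109 comparisons lost a call and 27 gained one. The losses came from fits without a library and from the fit without a variance trend, which lost 25 genes, except for 4 losses in DIO2 and TNFRSF10B under quantile normalization, total scaling or no filter. The cause of the other changes was not tested.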

Other observations

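The tests of scaling, of the N-terminal motif, of the zeros, of FOXC1, of squamous cells and treatment for the keratins, and of the proliferation list were chosen after the result they bear on was seen. The other tests were written down before their result was known.

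The 6 libraries can be split into 3 and 3 in 10 ways. The real split gave 688 genes past the threshold, and the other 9 gave between 0 and 5, so 1 of the 10 splits gave as many. The same 1 of 10 held for the camera p of the alpha and beta tubulins, the SRF and MRTF targets, the YAP and TAZ targets, the immediate early genes, the NF-kB targets and the stress response list. For the proliferation genes 6 of the 10 splits gave as small a p, the smallest being 7.24e-23 for the split that sets both libraries numbered 1 and DMSO replicate 2 against the others. With 10 splits the share cannot go below 0.1, so this count alone excludes chance for none of these results.

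The proliferation genes move together from library to library, with an estimated correlation of 0.904, and their scores ran from 8.627 to 9.579 among DMSO libraries and from 7.91 to 9.1 among CA4 libraries. Leaving out DMSO replicate 1 took their median from -0.42 to -0.14 and removed the call, and leaving out CA4 replicate 3 took it to -0.15. A candidate explanation for the preset-correlation call is that cultures differed in how deeply they had entered quiescence, which no label records. The scores did follow the replicate number, falling from replicate 1 to 3 in both groups, with CA4 below DMSO at each number. If same-numbered cultures were handled together, the block would remove such differences, and with it the camera adjusted p was 7.16e-08 at the preset correlation. The labels do not say whether they were. An effect of CA4 on these genes stays open.

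The fall of the tubulin transcripts was kept in each technical test run, of which the sequence test covered GENCODE 29 only. Scaling each library to the same total gave a list median of -1.88, which is -1.77 relative to the median of all genes. GC content and transcript length were known for 11 of the 11 tubulins and 94.1% of the tested genes. After removing each library's trend with GC content the list median was -1.80 and 9 genes passed, and after removing the trend with transcript length it was -1.78 and 9 passed. Reads exchanged between paralogs would leave the members with their own sequence unchanged. In 5 members, TUBA1C, TUBA4A, TUBB, TUBB4B and TUBB6, at least 70% of the 50-base words occur in no other gene of GENCODE 29. Their median was -1.56 with 5 of 5 lower and 4 past the threshold. Tested IDs that are missing from GENCODE 29 were not searched, so exchange of reads with them stays open. A hypothesis for the fall is tubulin autoregulation, in which a rise of free tubulin dimers, as after microtubule depolymerization, triggers decay of tubulin mRNA during its translation. The gamma tubulin gene TUBG1 also fell, by 0.84 on the log2 scale, although none of its 2 protein-coding transcripts encodes the MREC or MREI start that this mechanism is thought to read. Whether transcription or decay changed cannot be read from transcript levels alone and was not tested.

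TUBB6 may respond less than the other beta tubulins. The log2 difference between TUBB6 and the mean of TUBB, TUBB2A, TUBB2B, TUBB3 and TUBB4B was 1.59, 1.44 and 1.59 in DMSO replicates 1, 2 and 3 and 3.06, 2.87 and 3.13 in CA4, a change of 1.48 (two-sided exact permutation p = 0.1, the smallest possible). A lost autoregulation motif is argued against by 6 of its 10 protein-coding transcripts, whose longest reading frame starts with MREI as in the other beta tubulins. Exchange of reads with paralogs is argued against by 99% of its 50-base words being its own. The gene AFG3L2 overlaps 20.3% of the TUBB6 exon bases on the opposite strand. TUBB6 kept 3675 normalized counts above the level that a fall like that of the other 5 would leave. AFG3L2 had a mean of 1235 in CA4, but reads already counted for TUBB6 would be missing from that number. It therefore sets no ceiling, and AFG3L2 is not excluded as a source. A more stable or more strongly transcribed TUBB6 mRNA stays open as an untested biological explanation. The SRF and MRTF list was also higher in CA4, with a median of 0.40, or 0.23 under quantile normalization. It lost its call with the correlation estimated from the data (camera, adjusted p = 0.0847). A rise of abundant genes in general was not tested as its source. Whether TUBB6 is under the same control as these targets was not tested.

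Some genes with many reads were listed at 0 in single libraries. Of 11689 IDs with a mean of at least 50 normalized counts, 43 had a 0 in at least 1 library. Examples are RAB12, with 0, 454 and 123 reads in DMSO replicates 1, 2 and 3 and 23, 56 and 468 in CA4, and SKIC2, with 149, 389 and 392 in DMSO and 335, 354 and 0 in CA4. IDs without an entry in the name tables made up 23 of the 43, and the share with a 0 was 6.27% among IDs without an entry and 0.177% among IDs with one (two-sided Fisher's exact test, p = 7.34e-24). GENCODE 29 was a source of names, so the 23 are missing from it by construction, and their absence is no further evidence. These IDs may be extra copies of named genes. Their zeros could then come from reads that the authors' counting moved between near-identical copies, whole in 1 library and not in the next. Their sequence was not analysed here, so this stays open. The other 20, RAB12 and SKIC2 among them, are in GENCODE 29, and the comparison of IDs with and without an entry does not explain their zeros. Whether zeros follow the treatment was tested only in the 33 IDs at 0 in exactly 3 libraries, which do not include RAB12 and SKIC2. For these 33 as a set a treatment response is argued against, since 9.09% of them had their zeros in 1 group, where chance gives 10%.

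This bears on FOXC1, which has the highest fitted fold change. The number of such IDs whose zeros fall on a group, 3 of 33, was no excess over chance (one-sided exact binomial test, p = 0.654), so an induction of FOXC1 by CA4 and a shift of its reads in the DMSO libraries cannot be told apart from this table. Reads taken from a neighbour are argued against for the 3 of the 10 nearest genes that have a row, since the largest loss among them was 0.623 normalized counts and GMDS rose from 304 to 396. The other 7 neighbours, among them FOXCUT, were not analysed here. Reads aligned to FOXC1 would be needed to decide.

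Keratins of squamous epithelium set libraries apart across the treatment groups. KRT13 had 686, 1046 and 1 recovered reads in DMSO replicates 1, 2 and 3 and 5, 717 and 979 in CA4. KRT6A had 253, 221 and 0 in DMSO and 9, 281 and 189 in CA4, and KRT14 had 125, 165 and 1 in DMSO and 2, 136 and 135 in CA4. KRT16 and KRT5 followed the same pattern. Over all 15 ways to set 2 libraries apart, the number of genes at 10 or more normalized counts in the other 4 libraries and over 4-fold above both was 27 for DMSO replicate 3 with CA4 replicate 1, and 0 to 7 for the other pairs. A response to treatment is argued against, since both groups hold libraries of either kind and the smallest limma adjusted p of the 5 keratins was 0.792. KRT13 took at most 0.00485% of a library's reads and the 27 genes together at most 0.0111%. How many further reads came from the same source, and what they did to the comparisons, was not tested.

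A list of 30 other markers of squamous epithelium, written after the 5 keratins had been seen, was then read. KRT4, KRT6B, KRT6C and SFN showed the pattern, and KRT15 and TRIM29 showed it weakly. The 27 genes also include CNFN, TGM3, KRT17, KRT19, KRT76 and the hair genes KRT33A, KRT85 and KRTAP3-3, as a squamous or hair epithelium would have it. But S100A8, S100A9, SPRR1A, SPRR1B, SPRR2A, SPRR3 and CSTA, abundant in such cells, had at most 1 read in any library. Of the 30 markers, 12 had 3 reads or fewer in every library and 5, DSP, PERP, DSC3, JUP and KRT10, are made by these RPE1 cells themselves in every library. Human squamous cells of the kind that make these 7 genes abundantly are therefore argued against. A human hair or other keratinised epithelium without them was not tested and stays open. The 27 genes further include 6 processed pseudogenes of ribosomal protein genes and EEF1A1. Another candidate source is RNA or reads of another mammal, whose conserved, abundant transcripts would be assigned to human keratins and, where diverged, to pseudogenes. Among 29 other pseudogenes of these families, 7 (24.1%) had their 2 lowest values in these 2 libraries, against 3.18% of all other tested genes, at most 13.8% for any other pair and 6.67% by chance (one-sided exact binomial test, p = 0.00247). This is what that source would need, but it rests on few genes, and the reads themselves were not analysed here. A different carry-over between libraries during sequencing was not tested.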
